A study of Danio rerio with 6 samples.

How the data were processed

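Messenger RNA was measured in 6 single zebrafish (Danio rerio) whole embryos at the 10-somite stage, a stage named by the number of somite blocks visible along the trunk. Per the labels, 3 embryos were wild type (WT) and 3 were Pea3 triple mutants, which the labels call 3etv. The Pea3 genes are a family of ETS transcription factors downstream of fibroblast growth factor (FGF) signalling. The labels do not say which 3 Pea3 genes carry mutations. Per the labels' protocols, each frozen embryo was extracted with Trizol, the RNA was column-purified with DNase treatment, and strand-specific libraries were made from poly-A RNA.

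The authors deposited 1 table of raw counts, whole numbers per Ensembl gene with no normalization. The aligner, the genome build, the annotation release and the counting settings were not stated. The table ends in 5 summary entries with names that htseq-count gives to reads assigned to no gene, to more than 1 gene or at more than 1 place. These entries were left out of the gene counts and used only to describe the libraries. The header line has 7 names for 8 columns, because a space stands in place of a tab between 2 of the 3etv names. Columns were therefore matched to samples by the order of the names in that line, each of which equals 1 sample title. The table pairs gene identifiers with symbols, and 32057 genes were listed, of which 4459 had no count in any library. No position is given for any gene, because the genome build of the table is not stated. RefSeq's gene list for the assembly GRCz12tu was used only for gene synonyms and for which genes neighbour each other. By symbol or synonym, 15280 of the 18533 tested genes (82.4%) found a unique place in it.

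Genes were tested in R 4.3.3 with edgeR 4.0.16. Low counts were removed with filterByExpr by group, which left 18533 genes, and libraries were scaled by TMM. A robust quasi-likelihood model with genotype as its sole term was fitted, and p-values were adjusted by the Benjamini-Hochberg method over the tested genes. A gene was counted as differing at an adjusted p under 0.05. Values per embryo are CPM, counts scaled to a common library total, computed from the deposited counts with TMM scaling. Group values are means with SD over 3 embryos. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic. Where each library of 1 group held 3 counts or fewer, the fold was computed against 3 counts and is a lower bound. For a single library, 3 counts corresponded to between 0.103 and 0.166 CPM. Such floors cover counting error alone, since reads without molecular identifiers are not independent molecules.

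In all, 7 lists of genes were written before the data were examined. They cover the Pea3 family, FGF feedback genes, FGF ligands and receptors, presomitic mesoderm, midbrain-hindbrain and otic genes, cardiac mesoderm, and genes of later muscle and blood. Each list was tested with camera from limma 3.58.1 on voom values, with an inter-gene correlation of 0.01. The p-values were adjusted over the 7 lists. The genes to be named were also fixed by rule. They are the 4 Pea3 genes, then the 5 largest rises and 5 largest falls among differing genes with a mean of at least 1 log2 CPM and no overlap between the groups. Up to 8 list genes with the lowest adjusted p follow. Genes named outside that rule were chosen after their values were seen.

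The methods were tested on simulated counts with 200 genes changed. With gene-wise dispersions, edgeR recovered 43.3% of genes changed 1.5-fold, 83.6% of those changed 2-fold and 95.5% of those changed 4-fold, and 25 of its 173 calls (14.5%) were false. A second simulation with trended dispersions, added after that result, gave 46.3%, 89.6% and 97.0%, with 7 of 162 calls (4.32%) false. The gene-wise simulation thus returned more false calls than the threshold allows. In simulated lists, 1 planted list had a median of -0.46 (adjusted p 7.99e-34, limma camera), and 0 of 6 unchanged lists were called. Simulated genes were drawn independently of each other, so false calls caused by correlation between genes could not appear. The count of same-clone pairs found 10 of 10 planted pairs, and 0 of 20 random placements gave a p under 0.05. The count of adjacent genes found 20 of 20 planted pairs, and 0 of 20 random orders gave a p under 0.05. In both tests the planted pairs were marked directly among the genes counted, so finding them was fixed in advance. These checks cover the counting alone and not the power to detect linkage.

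Gene totals were lower in each 3etv library than in each WT library, between 18484238 and 21865288 against between 22446699 and 28841169. No sequencing batch is given in the labels, and clutch and parental line are not stated. Genotype therefore cannot be told apart from clutch or line. Same-numbered WT and 3etv embryos are different animals, and the replicate numbers come from the sample titles. Alternatives were other scaling (DESeq2's RLE, upper quartile), DESeq2 1.42.0, limma voom, other filters on low counts, an adjusted p under 0.01, the replicate number as a block, and leaving out each embryo. For the lists, fry and camera with an estimated correlation were added. GC content and transcript length were not analysed here.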

Results

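Transcriptomes of single 10-somite embryos were profiled to compare WT embryos with Pea3 triple mutants (3etv), with 3 embryos per group. Counts assigned to genes totalled 22446699, 28841169 and 24458124 in the WT embryos, in the order of their replicate numbers. In the 3etv embryos, in the same order, they totalled 18979160, 21865288 and 18484238. Genes received between 39.7% and 41.7% of the reads in the table in the 6 libraries. Between 52.8% and 53.6% were in the summary entry for reads assigned to no gene. The counting settings, including the strand setting, were not stated, so these reads need not lie outside genes. The 20 genes with the highest counts in each library held between 17.04% and 18.6% of gene counts in WT and between 21.5% and 22.3% in 3etv.

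Replicate embryos were compared before averaging. Across genes, which are not independent replicates, log2 CPM correlated with Pearson's r between 0.987 and 0.992 within groups and between 0.948 and 0.955 between groups. To check for a library deposited more than once, counts were compared between libraries of 1 group; the lowest chi-square per degree of freedom was 3.6, so each library was counted as 1 sample. The first principal component held 72.9% of the variance and separated the groups, and the second held 8.74%.

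The targeted gene family was examined first. etv5b (ENSDARG00000044511) fell from 198.5 ± 9.81 CPM in WT to 61.5 ± 7.33 in 3etv (SD, n = 3 each), a log2 fold change of -1.69 (SE 0.082, edgeR adjusted p 1.89e-08). etv5a (ENSDARG00000069763) fell from 76.8 ± 1.78 to 26.8 ± 1.61 CPM, a log2 fold change of -1.52 (SE 0.072, adjusted p 1.82e-08). etv1 (ENSDARG00000101959) was low in both groups, at 1.42 ± 0.30 and 0.56 ± 0.11 CPM, and differed by -1.33 (SE 0.33, adjusted p 0.0082). etv4 (ENSDARG00000018303) had 87.3 ± 2.10 CPM in WT and 61.0 ± 15.96 in 3etv. Its 3 mutant embryos, at 77.7, 45.9 and 59.3 CPM, lay below the 3 WT embryos, but the log2 fold change of -0.52 (SE 0.17) did not pass the threshold over all genes (adjusted p 0.057). Adjusted over the 4 family genes alone, etv4 passed (adjusted p 0.019), so that 3 of 4 genes differed over all genes and 4 of 4 over the family. Under the alternative that moved etv4 most, leaving out the 3etv embryo with the highest etv4 value, its log2 fold change was -0.73.

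**Figure D1:**
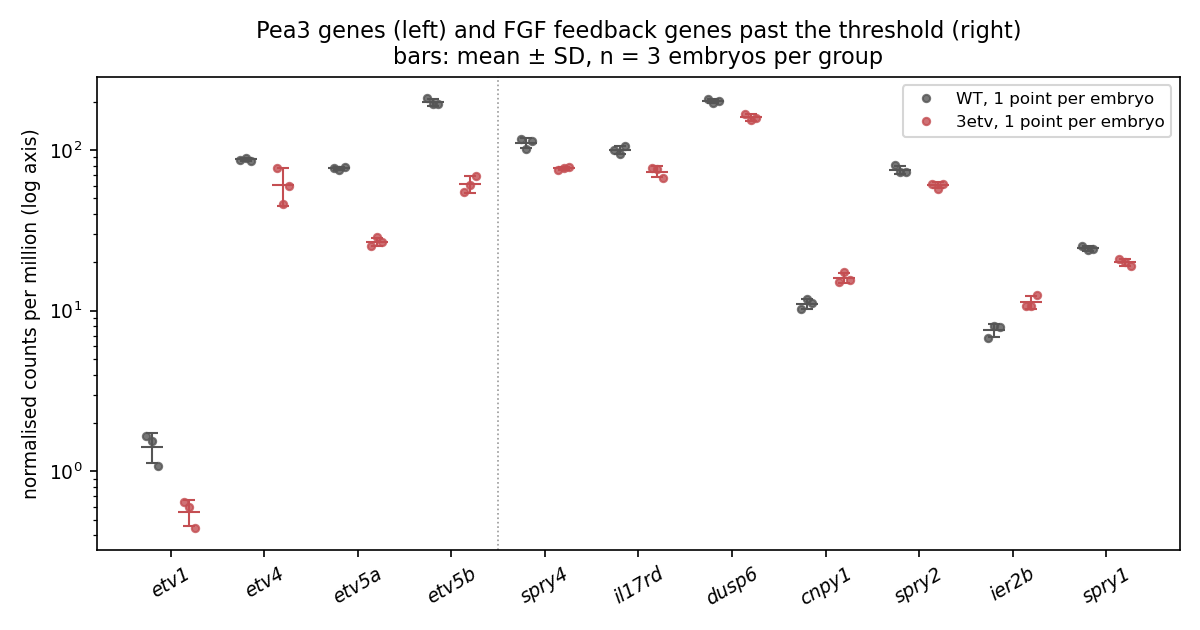
Normalised CPM (log axis) of the 4 Pea3 genes and of the 7 FGF feedback genes that passed the threshold, with 1 point per embryo and bars for the mean and SD of 3 embryos per group. The WT and 3etv points do not overlap for any gene shown, and the 3etv values of etv4 are spread from 45.9 to 77.7 CPM.

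Across the transcriptome, 5801 of 18533 tested genes (31.3%) differed between 3etv and WT, 2946 higher and 2855 lower in 3etv. The values of the 3 WT and 3 3etv embryos did not overlap for 8353 genes (45.1%), where chance gives 10%, and for 5651 of the 5801 differing genes (97.4%). A log2 fold change of at least 1 was found for 1882 genes, 992 higher and 890 lower, while 3919 changed by less. The median absolute log2 fold change of the differing genes was 0.66, and the median log2 fold change of all tested genes was 0.0035. The common biological coefficient of variation was 9.26%. The alternative that moved the count most was an adjusted p under 0.01, with 3460 genes.

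**Figure D2:**
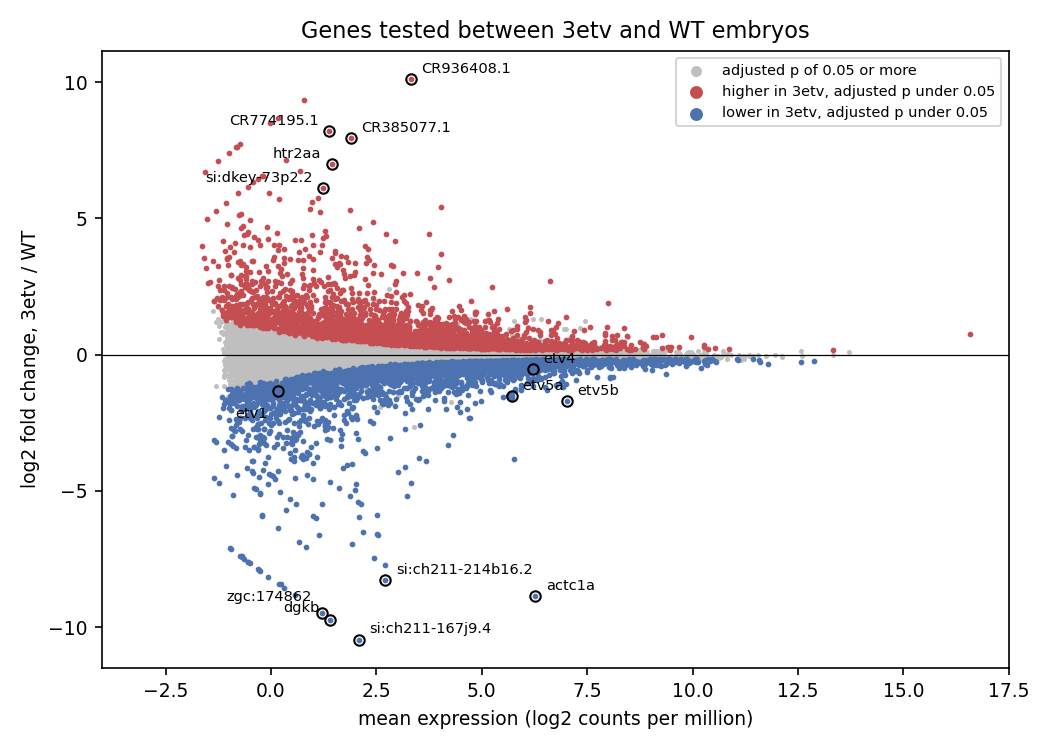
Log2 fold change of 3etv over WT against mean expression in log2 CPM for the 18533 tested genes, coloured where the adjusted p is under 0.05. Circles mark the Pea3 genes and the 5 largest rises and falls at a mean of at least 1 log2 CPM; 2946 genes lie among the higher and 2855 among the lower.

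Among genes with a mean of at least 1 log2 CPM, the 5 largest rises were in genes nearly without counts in WT. CR936408.1 (ENSDARG00000078938) had 0 or 1 counts in the WT libraries and 424, 543 and 260 in 3etv, at least 154.5-fold higher (edgeR adjusted p 1.12e-07). CR385077.1 (ENSDARG00000108432) was at least 58.6-fold higher, htr2aa (ENSDARG00000057029) at least 42.6-fold and CR774195.1 (ENSDARG00000096831) at least 41.1-fold, with edgeR adjusted p-values of 1.24e-08, 8.08e-08 and 5.99e-08. si:dkey-73p2.2 (ENSDARG00000079245) rose by 6.11 on the log2 scale (SE 0.44, adjusted p 5.70e-07), from 0.065 ± 0.084 to 4.89 ± 0.62 CPM.

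Among the 5 largest falls chosen in the same way, si:ch211-214b16.2 (ENSDARG00000102593) was at least 73.5-fold lower in 3etv (edgeR adjusted p 1.48e-08) and a clone-named gene (ENSDARG00000097770) at least 47.1-fold lower (adjusted p 8.08e-08). dgkb (ENSDARG00000027724) had 180, 95 and 77 counts in WT and 0 in each 3etv library, at least 28.9-fold lower (adjusted p 0.0022). In the RefSeq list for GRCz12tu, dgkb is a tested gene next to etv1. Of the 8 tested genes next to the 4 Pea3 genes, looked up after the values were seen, 5 were lower in 3etv and 0 higher. Besides dgkb these were arl4aa next to etv1 (log2 fold change -0.30, edgeR adjusted p 0.026), meox1 next to etv4 (-0.65, adjusted p 0.0014), and ptprnb and cacnb4b next to etv5b (-0.53 and -1.04, adjusted p 0.023 and 0.028). The other neighbour of etv4, dhx8, did not differ (0.024, adjusted p 0.82), nor did the 2 of etv5a (0.058 and 0.16, adjusted p 0.65 and 0.61). A gene named from a cDNA collection (ENSDARG00000077571) was at least 23.7-fold lower (adjusted p 0.013), but it ranged from 1.34 to 5.78 CPM among WT embryos and lost significance without a low-count filter (adjusted p 0.11) and without 1 WT embryo (adjusted p 0.078). The actc1a entry ENSDARG00000076126 fell from 152.9 ± 75.8 to 0.35 ± 0.36 CPM, a log2 fold change of -8.85 (SE 0.82, adjusted p 0.0023), which did not pass with limma voom (adjusted p 0.065). A second entry with the symbol actc1a (ENSDARG00000042535) did not differ, at 185.7 ± 41.4 and 203.1 ± 16.8 CPM (adjusted p 0.61), and the sum of both entries fell from 338.6 to 203.5 CPM.

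Genes reporting FGF signalling were then compared. Of 17 FGF feedback genes, 7 differed over all genes tested and 7 over the list alone. Lower in 3etv were spry4 (log2 fold change -0.53), il17rd (-0.45), dusp6 (-0.34), spry2 (-0.32) and spry1 (-0.29), while ier2b (0.58) and cnpy1 (0.54) were higher. Their edgeR adjusted p-values ranged from 8.51e-05 for spry4 to 0.020 for spry1. As a list, the feedback genes had a median log2 fold change of -0.091 and did not pass the threshold (limma camera adjusted p 0.078). They passed with fry (adjusted p 0.015) and, with camera, without a low-count filter (adjusted p 0.033). The fry test asks whether listed genes change at all, whereas camera asks whether they change more than other genes. With fry, 6 of the 7 lists passed.

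Of the 7 gene lists, 5 passed the threshold, all lower in 3etv. Among these, the Pea3 list is the family to which the mutated genes belong and serves as a check of the genotype labels. The Pea3 family had a median log2 fold change of -1.40 (limma camera adjusted p 9.73e-05) and presomitic mesoderm one of -0.46 (adjusted p 1.36e-05), with 12 genes lower and 1 higher among 18 tested. Later muscle and blood genes had a median of -0.92 (adjusted p 2.62e-04), with 9 lower and 1 higher among 14. FGF ligands and receptors (median -0.14, adjusted p 0.038) and midbrain-hindbrain and otic genes (median -0.19, adjusted p 0.040) were close to the threshold. Cardiac mesoderm genes had a median of 0.32 and did not pass (adjusted p 0.33), with 5 higher and 1 lower among 10, and the median turned to -0.17 among genes with a mean of at least 50 counts. The alternative that moved the lists most was camera with the correlation estimated per list, under which 0 of 7 passed and 1 had an unadjusted p under 0.05.

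**Figure D3:**
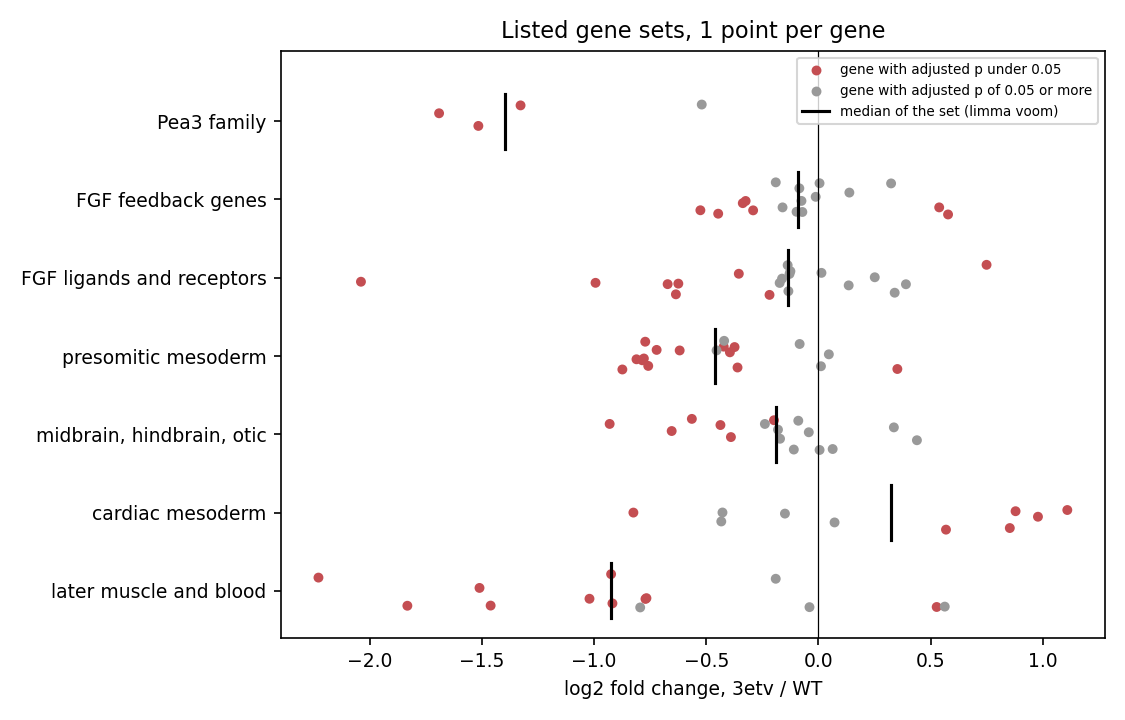
Log2 fold change of 3etv over WT for each tested gene of the 7 lists, red where the adjusted p is under 0.05, with a bar at the list's median. Medians lie at -1.40 for the Pea3 family, -0.92 for later muscle and blood, -0.46 for presomitic mesoderm and 0.32 for cardiac mesoderm, which turned negative under 2 other count filters.

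Of the listed genes, 53 passed the threshold. The 8 with the lowest adjusted p outside the Pea3 family included the muscle genes desma (ENSDARG00000058656, log2 fold change -1.51, SE 0.096, edgeR adjusted p 2.18e-07), tnnc2 (ENSDARG00000070835, -0.77, SE 0.086, adjusted p 2.74e-05) and actc1b (ENSDARG00000099197, -0.77, SE 0.093, adjusted p 8.51e-05). The cardiac list gave mef2ca (ENSDARG00000029764), which fell from 35.2 ± 1.95 to 19.9 ± 1.58 CPM (log2 fold change -0.82, adjusted p 1.85e-05). Among presomitic genes, her12 (ENSDARG00000032963) fell from 35.6 ± 1.63 to 20.8 ± 0.37 CPM, dlc (ENSDARG00000002336) from 154.4 ± 15.0 to 93.6 ± 8.36 and ripply1 (ENSDARG00000054103) from 68.1 ± 6.64 to 38.8 ± 4.49, with edgeR adjusted p-values of 1.28e-05, 3.54e-05 and 4.31e-05. fgfrl1b (ENSDARG00000052556) rose from 11.4 ± 0.55 to 19.1 ± 0.12 CPM (log2 fold change 0.75, adjusted p 7.08e-05). A further 42 listed genes passed, including the 7 feedback genes above.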

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

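The alternatives were chosen before the data were examined, except 1 for the stage lists. Against 5801 differing genes, counts were 5815 with RLE scaling, 5751 with upper-quartile scaling, 5178 with DESeq2, 5796 with limma voom, 6470 without a low-count filter and 4475 with a mean of at least 50 counts. Leaving out each embryo gave from 4247 to 5721 genes, of which from 4058 to 5009 were among the 5801. No gene shared with the 5801 changed sign in any of these fits. The share higher in 3etv was 50.8%. It ranged from 49.2% without a low-count filter, where 3181 genes were higher and 3289 lower, to 53.3% with upper-quartile scaling, and leaving out 1 of the 3etv embryos also put it under 50%, at 49.7%.

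With the replicate number as a block, 4524 genes differed, 4475 of them among the 5801, and 5 lists passed. Deviations from the group means correlated at -0.087 on average in same-numbered pairs and at 0.043 in other pairs, so the numbers gave no sign of pairing.

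At an adjusted p under 0.01, 3460 genes differed, 1741 higher and 1719 lower, and 3 lists passed. With a mean of at least 50 counts, 785 genes differed by at least 1 log2 unit against 1882, of which 1096 fell under that mean. With camera's correlation estimated per list, 0 lists passed and 1 had an unadjusted p under 0.05. The lowest adjusted p was then 0.092, and the cause was not tested. Of the stage lists, 3 of 5 changed in the direction of a lag with the fixed correlation and 0 with the estimated one, an alternative chosen after seeing the data; 1 had an unadjusted p under 0.05. The median of the cardiac list reversed to -0.17 with a mean of at least 50 counts and to -0.057 without a filter; 7 and 12 genes were then tested in place of 10.

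etv4 passed the threshold in 6 of 13 alternatives, with adjusted p-values from 2.42e-04 to 0.20 and log2 fold changes from -0.73 to -0.35. The midbrain-hindbrain and otic list failed to pass in 4 of 13, with adjusted p-values from 0.013 to 0.29. Among single genes and lists, excluding fits without 1 embryo, 8 results became weaker and 6 stronger; in fits without 1 embryo, 3 became weaker and 2 stronger.

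With gene-wise dispersions, the simulated false-call share was 14.5%, above what the threshold allows. The simulation changed a far smaller share of genes than the 31.3% that differed in the data. A false-call share depends on how many genes truly change, so the 14.5% cannot be carried over to the differing genes. The false-call share among the differing genes is not known, and those near the threshold remain uncertain.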

Other observations

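The stage lists, the thinning, the removal of top genes, the split by expression, the same-symbol search and the test of Rfam-named RNAs were set before their results were seen; the neighbour, clone, window, actc1a and mitochondrial protein-gene tests were chosen afterwards, as was the definition of all-or-none genes.

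The breadth of the difference was examined for technical causes. Of the 10 splits of the 6 embryos into groups of 3, 1 gave as many differing genes, the real one. Only 4 splits part 3 same-numbered pairs as the real one does, and 1 of these 4 gave as many; the other 6 part 1 such pair. Every other split gave 0 genes, with between 106 and 1089 at an unadjusted p under 0.05. With 3 against 3 the share cannot fall below 10%, so chance could not be excluded this way. After thinning each library to 18484238 gene counts, 5499 genes differed, 5311 of them among the 5801. Without the 20 genes of highest mean count, 5806 genes differed. In 3 equal classes of genes by expression, from lowest to highest, 29.3%, 33.3% and 31.3% of genes differed, and 54.2%, 55.7% and 42.4% of these were higher in 3etv, at most 8.36 percentage points from the overall share. The shares of differing genes among the 100 genes around etv1, etv4, etv5a and etv5b were 39%, 39%, 29% and 40%, against a median of 31%, and 10.23% of windows or more were as high. Differences in depth did not account for the breadth. Differing genes were about as frequent in each class of expression, so the breadth was not confined to 1 level. Larger changes were, in the main, in the lowest class. Genes changed by at least 1 log2 unit numbered 1383, 403 and 96 from lowest to highest. The removal of 20 genes, to which TMM responds little, could not have accounted for the breadth and decides nothing. The same holds for the 4 windows, which hold few of the differing genes. Clutch and line remain untested, and the pattern cannot be told apart from them.

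In 41 genes the groups were close to all or none, with 3 counts or fewer in each library of 1 group and at least 30 in each of the other. Of these, 13 were higher and 28 lower in 3etv, and 1 of the 10 splits, the real one, gave as many, the smallest share possible with 3 against 3. The other splits gave 0. Names taken from sequenced clones or cDNA collections were borne by 65.9% of them against 21.3% of other tested genes (odds ratio 7.14, Fisher's exact test, p 1.1e-09). A candidate explanation is that WT and 3etv embryos carry different local versions of chromosomes, and 3 positional tests were tried. The first counted neighbours in the RefSeq order of GRCz12tu and found 0 adjacent pairs against 0.022 expected, a ratio of 0. The second found 0 of the etv4, etv5a and etv5b windows among the top 5% for such genes, with the etv1 and etv5a windows holding 1 each. Both are void, because 19 of the 41 genes (46.3%) had a place in that order and at least 80% is required. The third was devised after those results and counted genes named from the same clone. It found 2 pairs among the 24 of the 41 genes with such names against 0.067 expected (29.72 times, permutation p 0.002, not corrected for the 3 tests tried). The pairs are CR936408.1 with CR936408.2 and si:ch211-214b16.2 with si:ch211-214b16.4, each changed in the same direction. It rests on those 2 pairs, and tandem duplicates that share regulation or reads would give the same result. Reads assigned to a copy with the same symbol may also contribute: 1 of the 41 genes had a copy of the same symbol changed in the opposite direction, but 3 of the 41 had any such copy, so this test could not have reached most genes. The all-or-none pattern therefore cannot be told apart from linkage or from reads shared between copies.

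Classes of differing genes by size of change bear on the same hypothesis. The class changed by at least 1 log2 unit includes the 41 all-or-none genes. Its same-clone pairs therefore include the 2 pairs above and are not independent of them. Genes changed by at least 1 log2 unit shared a clone in 96 pairs against 43.7 expected (ratio 2.2, permutation p 1e-04, the smallest that 10000 permutations can give), and 81.2% of those pairs changed in the same direction. Genes changed by less gave 22 pairs against 16.9 (ratio 1.3, permutation p 0.2), of which 36.4% changed in the same direction. By adjacency the counts were 177 pairs against 109.9 for the first class (ratio 1.61, permutation p 1e-04), of which 68.9% had a place, under the 80% required, and 869 against 796.1 (ratio 1.09, permutation p 2e-04) for the second.

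The lower values of later muscle and blood genes may reflect a lag in stage, although both groups are labelled with the same stage. Of 5 further lists of genes whose expression moves with stage, 1 of them from blood, 3 changed in the direction of a lag in 3etv. Posterior hox genes were lower in 17 of 17 (median log2 fold change -0.76, limma camera adjusted p 1.78e-09), neural genes in 12 of 16 (-0.55, adjusted p 0.0066), and early genes were higher in 9 of 11 tested, from 17 listed (0.29, adjusted p 0.047). Erythroid (adjusted p 0.89) and pigment genes (adjusted p 0.49, 3 of 7 listed genes tested) did not pass. With camera's correlation estimated per list, an alternative chosen after seeing the data, 0 of the 5 lists passed, with a lowest adjusted p of 0.14, and 1, posterior hox, had an unadjusted p under 0.05. The 3 lists thus passed with the correlation fixed at 0.01 and not with it estimated. Estimating it also changes the test's degrees of freedom, and which of these changes removed the lists was not tested. Fewer than the 4 lists set as the requirement moved, so a lag cannot be told apart from an effect of genotype on these tissues.

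The fall of actc1a ENSDARG00000076126 was tested against reads passing to the second actc1a entry. That entry changed by 0.129 on the log2 scale (adjusted p 0.61), and the sum of both fell from 338.6 to 203.5 CPM. Passing of reads alone would have kept the sum level. The fall of the sum (log2 fold change -0.735) was close to that of actc1b (-0.767), however. Other actin genes went differently: acta1a fell by less (-0.42), acta1b rose (0.53) and actc1c changed by 0.088. The SD of the sum in WT, 35.3 CPM, was below those of the 2 entries, 75.8 and 41.4 CPM. A fall of actc1a together with reads passing between the entries would also leave the second entry level, so the near absence of the first cannot be told apart from reads assigned to the other copy. A sequence difference at this copy between the embryos was not analysed here.

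One entry, NC_002333.4, named after the mitochondrial sequence, took 7.38% ± 0.73 of gene counts in WT and 12.04% ± 0.35 in 3etv (SD, n = 3; log2 fold change 0.74, edgeR adjusted p 1.02e-05). The other 19 of the 20 genes of highest mean count held 10.3% in WT and 9.73% in 3etv together. Mitochondrial content is one candidate explanation, but the 13 mitochondrial protein-coding genes had a median of -0.019, 0 passed the threshold, and 1 had an unadjusted p under 0.05. Carry-over of RNA without poly-A tails is another. The 73 RNAs named by Rfam family had a median of -0.15, but 30 were higher and 12 differed. The mitochondrial protein-coding genes did not account for the rise. Because the Rfam-named RNAs went both ways, their median cannot decide on carry-over, which stays open. A difference in poly-A selection specific to this RNA was not tested.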
